A study of Caenorhabditis elegans with 8 samples. Its data were reported in "Genome-wide endogenous DAF-16/FOXO recruitment dynamics during lowered insulin signalling in C. elegans" (2015).

How the data were processed

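DAF-16, the single FOXO transcription factor of Caenorhabditis elegans, was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-seq) with an antibody against the endogenous protein. Mixed-stage worms were grown at 20 °C. The 4 strains were wild type (WT, N2), daf-2(-) (allele e1370 of the insulin/IGF-1 receptor gene, which lowers insulin signalling), daf-16(-) (allele mgDf50) and the double mutant daf-16(-);daf-2(-). Each strain had 1 ChIP library and 1 input library, 8 libraries in all, and groups were taken from the sample labels. According to the study's methods the chromatin of each strain was pooled before sequencing, so peaks were called on pooled material and no spread between replicates can be given.

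Per the study, the authors trimmed single-end reads with Cutadapt, aligned them with Bowtie to the WS230 genome keeping unique alignments, and called peaks with MACS for each ChIP library against its input. Peaks were assigned to the nearest transcription start site (TSS). For peak calling the methods do not mention a comparison with the DAF-16-null strains, but the study's list of its datasets states that WT peaks coinciding with daf-16(-) peaks, and daf-2(-) peaks coinciding with those of the double mutant, were left out. The 2 deposited peak lists, of WT and of daf-2(-), were analysed here. Their strain is given by the deposited names and the study's methods. The deposited lists give, for each peak, the count of tags inside the peak. The authors also deposited the height of the summit, which is the pileup signal of tags at the highest point of the peak. Fold enrichment, as deposited by the authors, is the ratio of the summit over the local background estimated from the input. The false discovery rate (FDR) was deposited as a percent, which MACS obtains by exchanging ChIP and input. For daf-2(-) the deposited list also holds a MACS p-value score, which is on a scale of minus 10 times the base-10 logarithm and was not used in any comparison. Fold enrichment, height and FDR are the authors' own values for each peak and served to describe, rank and filter peaks within a list. The lists were made separately, and values of both lists are placed side by side with that limit. The deposited distance to the TSS was tested against strand and gene ends. It matched the distance from the peak centre within 1 bp for 100% of peaks in both lists, and matched the distance from the summit for 2.00% of WT and 2.58% of daf-2(-) peaks. In 2 rows of the daf-2(-) list the stated length disagreed with the interval, and in 1 the summit lay outside it; the peaks were kept.

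A table of tag density in 25-bp bins has a single value column whose name matches no sample. That column (1 column) was not used. Only its bin coordinates were read, for the extent of the 6 chromosomes. The density comparisons designed before the data were examined, daf-2(-) against the double mutant and daf-2(-) against WT, were therefore not run. A search for the FOXO motif was not run because no genome of the files' build was used here. The DAF-16-null strains enter the results only through the peaks the authors left out, and no background level in them was measured here.

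Peaks were called shared when their intervals overlapped by at least 1 bp with a peak of the other list, and strain-only otherwise. For the expected overlap, WT peaks were placed 1000 times at random positions on their own chromosome. Each shared WT peak was paired with the daf-2(-) peak of the nearest summit among those it overlapped. Shares have Wilson 95% intervals, medians have exact order-statistic 95% intervals, and counts of peaks per Mb and tags per peak have exact Poisson 95% intervals. Ratios of medians have percentile intervals from 1000 bootstrap draws. All intervals cover counting error only, and with 1 library per strain and antibody no p-value was computed across peaks. The background of a peak was computed as height divided by fold enrichment. Gene biotypes came from a RefSeq gene table of the WBcel235 assembly, matched by symbol or sequence name, without using its coordinates. It matched 98.8% of WT and 98.7% of daf-2(-) peaks. Coordinates are those of the deposited lists (WS230). Exon, intron and UTR annotation was not used here, so peaks are described as upstream of, within or beyond the assigned gene model. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

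The overlap and pairing steps were tested on simulated data. In a simulated list made from the 5396 WT peaks with 60.0% of peaks set to be shared, 60.1% were recovered as shared. A set fold ratio of 0.667 was recovered as 0.667, and a random overlap of 20.0% known by calculation was recovered as 20.0%.

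Alternatives fixed before the data were examined were a minimum overlap of 50% of the shorter peak, summits within 100 bp, fold enrichment of 10 or more, an FDR of 1% or less, movement of the WT list as a whole around each chromosome, other strength measures, pairs with 1 partner each way, other TSS windows, each gene counted once, and omission of each chromosome. Genes were named by a rule set at the same time: 8 listed genes (sod-3, daf-16, mtl-1, hil-1, nnt-1, far-7, lys-7 and tps-1) and the 3 peaks with the highest fold enrichment in each list. Parts of the rule that used density were not applied. Other peaks named are said to have been chosen after their values were seen.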

Results

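The study compared where endogenous DAF-16 is recruited in WT worms and in daf-2(-) worms, in which insulin signalling is low. The data were 8 libraries, 1 ChIP and 1 input for each of 4 strains, and the comparisons rest on the WT and daf-2(-) peak lists, from which, as the study describes them, peaks overlapping those of the DAF-16-null strains were left out. There were no replicate libraries, so no difference between strains could be set against a spread between replicates. Total reads per library are not given in these lists. They show only the tags inside peaks, 1315194 for WT over 6.21 Mb and 1051563 for daf-2(-) over 6.63 Mb, or 212 and 159 tags per covered kb.

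The WT list held 5396 peaks and the daf-2(-) list 6859 peaks. Median peak length was 960.5 bp in WT and 835 bp in daf-2(-). The median count of tags per peak was 184 in WT and 106 in daf-2(-). The authors' fold enrichment had a median of 10.5 in the WT list (quartiles 8.01 and 15.1) and 7.24 in the daf-2(-) list (quartiles 5.35 and 11.1). It ranged from 3.78 to 43.2 in WT and from 2.64 to 43.2 in daf-2(-). The FDR reached 3.70% in WT and 0.15% in daf-2(-).

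To ask how far the binding sites of both strains coincide, the lists were overlapped. Of the WT peaks, 4717 (87.4%, 95% interval 86.5 to 88.3) overlapped a daf-2(-) peak and 679 (12.6%) were found in WT only. Of the daf-2(-) peaks, 4844 (70.6%, 95% interval 69.5 to 71.7) overlapped a WT peak and 2015 (29.4%) were found in daf-2(-) only. Both numbers of shared peaks differ because 196 WT peaks and 77 daf-2(-) peaks had more than 1 partner. When WT peaks were placed at random, a mean of 14.1% of WT peaks and 11.3% of daf-2(-) peaks overlapped, and 0 of 1000 placements reached the observed share. The placements were uniform along each chromosome and did not keep the closeness of peaks to a TSS. They therefore do not show how much overlap a common preference for such regions would give. The alternative that moved the WT share most was to require a fold enrichment of 10 or more in both lists, which gave 60.1% of WT peaks and 87.2% of daf-2(-) peaks and so reversed the order of the lists. The share of daf-2(-) peaks moved most, to 92.0%, when the limit applied to the daf-2(-) list alone. Fold enrichment was lower over the daf-2(-) list as a whole, and the same limit therefore kept 2063 of its peaks against 2947 in WT. By assigned gene, 3871 genes had a peak in both lists, 770 in WT only and 1750 in daf-2(-) only.

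Whether strain-only peaks lie closer to the lower end of each list was examined next. In WT, median fold enrichment was 11.3 (95% interval 11.1 to 11.5) for shared peaks and 7.16 (7.03 to 7.31) for WT-only peaks. In daf-2(-), it was 8.50 (8.37 to 8.64) for shared peaks and 5.56 (5.49 to 5.62) for daf-2(-)-only peaks. The ratio of these medians was 1.58 in WT and 1.53 in daf-2(-). The alternative that moved it most was the use of tags per peak, which gave 1.49 and 1.67. The share of WT peaks found in daf-2(-) rose from 56.3% in the weakest 10% of the list by fold enrichment to 100% in the strongest 10% (540 of 540 peaks). The share of daf-2(-) peaks found in WT rose from 39.9% in the weakest 10% to 93.3% in the second strongest 10% and was 90.7% in the strongest 10% (622 of 686 peaks). The intervals of these last values overlap. At a fold enrichment of 15 or more, a limit chosen after the values were seen, 1 peak was WT-only and 78 peaks were daf-2(-)-only.

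**Figure D1:**
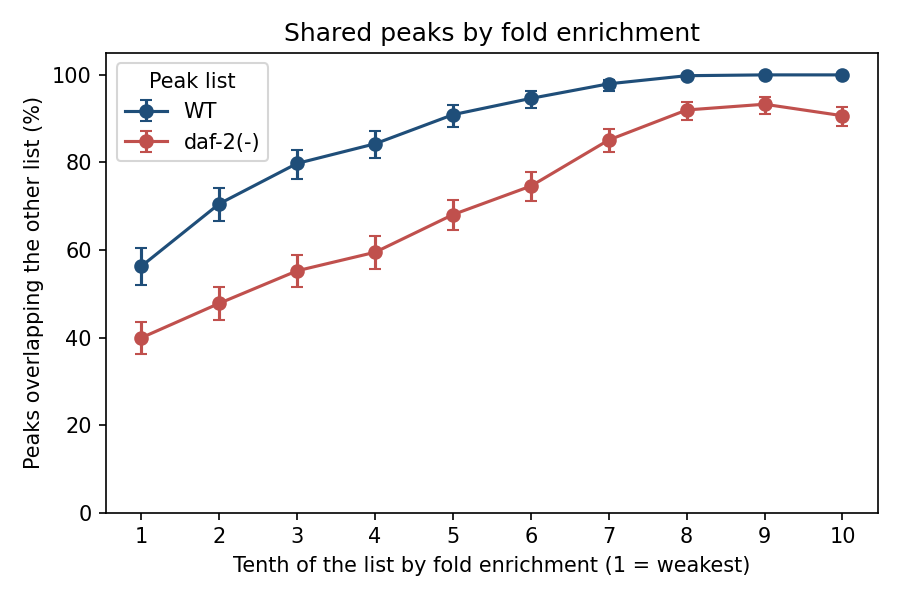
Share of peaks that overlap the other list (percent, y axis) in 10 equal parts of the WT and daf-2(-) lists ranked by the authors' fold enrichment (x axis, 1 is the weakest); points are shares and bars are Wilson 95% intervals. The share climbs from 56.3% to 100% in WT, and from 39.9% to 90.7% in daf-2(-).

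The study asked whether shared peaks shift between the strains. Over 4717 pairs, the median distance between summits was 37 bp (95% interval 36 to 39; quartiles 15 and 73). Summits lay within 50 bp in 60.2% of pairs and within 100 bp in 86.7%. Along the direction of the assigned gene, the median displacement was 0 bp (95% interval -2 to 2), and the daf-2(-) summit lay downstream in 50% of the pairs with any displacement (95% interval 48.6 to 51.4). The median was 36 bp when only pairs with 1 partner each way were kept, which was the largest change among the alternatives.

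**Figure D2:**
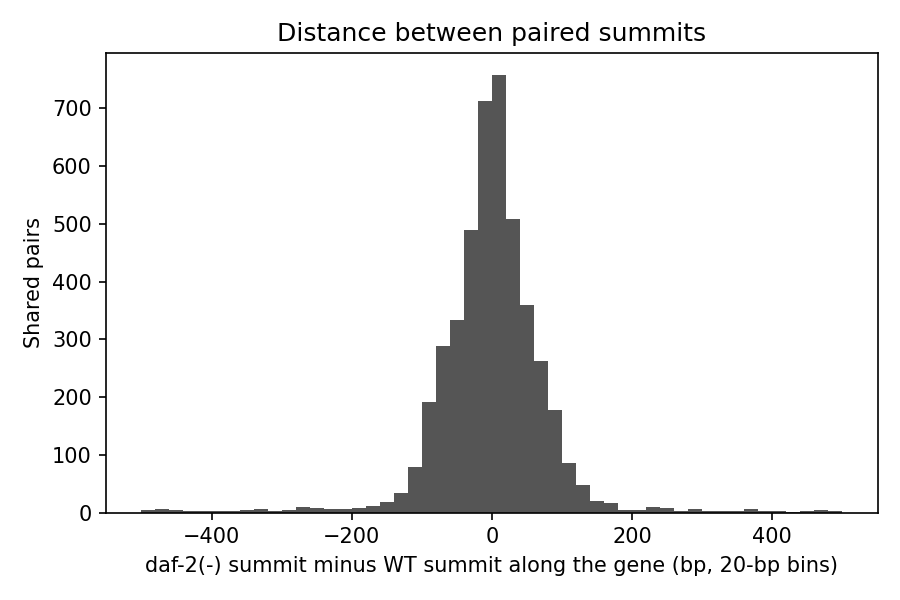
Number of shared pairs (y axis) by the position of the daf-2(-) summit minus that of the WT summit along the assigned gene (x axis, bp, in bins of 20 bp); 177 pairs lie outside the plotted range of 500 bp on each side. The bars are centred on a displacement of 0 bp.

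Peak position was then taken relative to the assigned TSS. In WT, 1968 peaks (36.5%, 95% interval 35.2 to 37.8) were centred within 0.5 kb upstream of the TSS. In daf-2(-) this number was 2541 (37.0%, 95% interval 35.9 to 38.2), and the difference between lists was within these intervals. A window from 2.5 kb upstream to 300 bp downstream moved the share most and held 74.8% of peaks in both lists. The peak centre lay upstream of the TSS for 65.3% of WT and 67.2% of daf-2(-) peaks. Within 0.5 kb upstream lay 37.3% of shared WT peaks (95% interval 36.0 to 38.7) and 30.5% of WT-only peaks (27.1 to 34.1). For daf-2(-), these shares were 38.1% of shared peaks (36.8 to 39.5) and 34.4% of daf-2(-)-only peaks (32.4 to 36.5). Among peaks whose gene had a biotype, 67.0% in WT and 66.9% in daf-2(-) were assigned to protein-coding genes, which numbered 2996 in WT and 3601 in daf-2(-).

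**Figure D3:**
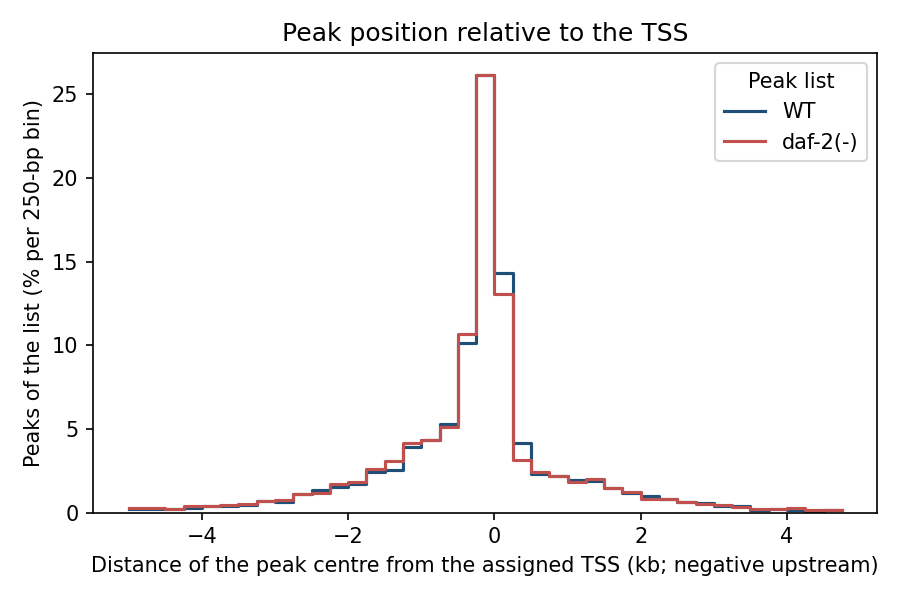
Share of each peak list (percent per bin of 250 bp, y axis) by distance of the peak centre from the assigned TSS (x axis, kb, negative upstream) for WT and daf-2(-); 1.70% of WT and 1.97% of daf-2(-) peaks lie outside the plotted 5 kb on each side. Both lists peak next to the TSS, with 36.5% of WT and 37.0% of daf-2(-) peaks within 0.5 kb upstream.

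Peaks were not spread evenly over the chromosomes. Chromosome X held 80.6 WT peaks per Mb (95% interval 76.5 to 84.9) against 48.1 (46.6 to 49.6) on the autosomes. In daf-2(-) the values were 99.4 (94.9 to 104.2) on X and 61.7 (60.1 to 63.5) on the autosomes. Chromosome X makes up 17.7% of the genome and held 26.5% of WT and 25.7% of daf-2(-) peaks.

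**Figure D4:**
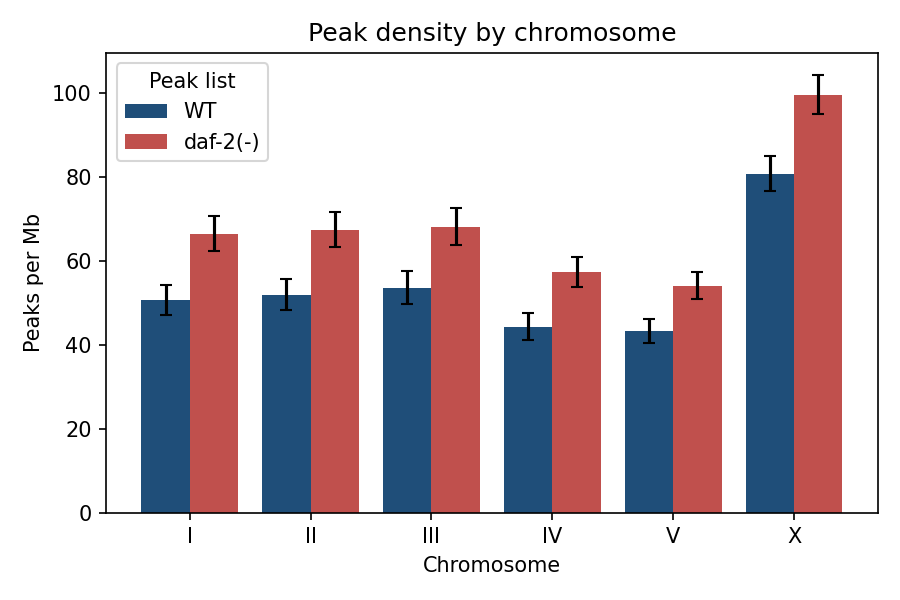
Peaks per Mb (y axis) on each chromosome (x axis) in the WT and daf-2(-) lists; bars are counts divided by chromosome length and error bars are exact Poisson 95% intervals. Chromosome X stands highest in both lists, at 80.6 and 99.4 peaks per Mb.

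At sod-3 (WBGene00004932), which encodes a superoxide dismutase, both lists had a peak upstream of the gene on chromosome X. The WT peak spanned 17092084 to 17092816, was centred 268 bp upstream of the TSS, held 171 tags (95% interval 146 to 199) and had a fold enrichment of 16.1. The daf-2(-) peak spanned 17092076 to 17092878, held 254 tags (224 to 287) and had a fold enrichment of 24.8. These values come from lists made separately, and no change in recruitment was tested. At mtl-1 (WBGene00003473, chromosome V), an upstream peak spanned 6691363 to 6692525 in WT with a fold enrichment of 17.7, and 6691378 to 6692502 in daf-2(-) with 16.6. At nnt-1 (WBGene00003778, chromosome X), an upstream peak spanned 6121003 to 6122680 in WT with a fold enrichment of 17.9, and 6121071 to 6122718 in daf-2(-) with 16.8. For mtl-1 and nnt-1 the order of the lists was opposite by summit height, which was 138 and 145 in WT against 153 and 161 in daf-2(-). For both genes the counting interval of the ratio of fold enrichments included either order. The summits of the 2 lists lay 18 bp apart at mtl-1 and 299 bp apart at nnt-1, so at nnt-1 the values are read at different positions. At tps-1 (WBGene00006602, chromosome X) each list had 1 peak upstream of a gene model and others within the gene. The upstream peak spanned 17474127 to 17475475 in WT with a fold enrichment of 21.4, and 17474293 to 17475484 in daf-2(-) with 19.6.

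Peaks at hil-1, far-7 and lys-7 were found in the daf-2(-) list and not in the WT list. The hil-1 peak (WBGene00001852, chromosome V, 14948322 to 14949269) was centred 981 bp upstream of the TSS, held 396 tags (95% interval 358 to 437) and had a fold enrichment of 32.1. It is among the 78 daf-2(-)-only peaks of fold enrichment 15 or more. WT peaks that overlapped daf-16(-) peaks were left out by the authors, and whether a WT peak at this site was among them was not analysed here. The far-7 peak (WBGene00001391, chromosome II, 319174 to 320041) and the lys-7 peak (WBGene00003096, chromosome V, 3482374 to 3483158) lay upstream and had fold enrichments of 5.76 and 5.87. At daf-16 itself (WBGene00000912, chromosome I), WT had 1 peak, from 10760090 to 10761167 upstream of the gene, with a fold enrichment of 6.11. The daf-2(-) peak that overlapped it spanned 10760295 to 10761134 and had 4.49, and the other daf-2(-) peaks at this gene had between 3.02 and 4.58.

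The highest fold enrichment in both lists was at M01H9.6 (WBGene00195363, chromosome IV), 43.2 in each. The WT peak there spanned 4468016 to 4474596 and the daf-2(-) peak 4469473 to 4472108. The next in WT were at zip-1 (WBGene00006986, chromosome III, 12334980 to 12336001, upstream of the gene, 42.7) and W07A8.2 (WBGene00012319, chromosome V, 20728525 to 20729554, within the gene, 42.5). In daf-2(-) the next were at R05D7.2 (WBGene00011027, chromosome I, 12164422 to 12165342, upstream of the gene, 42.0) and the gene WBGene00195705 (chromosome IV, 14032376 to 14034779, within the gene, 41.3).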

Values the study reported

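The study reported 6860 input-normalized peaks in daf-2(-) and a single peak in the double mutant. It placed 5574 peaks within 0.5 kb upstream of the TSS. It assigned 4696 daf-2(-) peaks, or 68.4%, to 3734 coding genes. Between the strains it counted 954 targets exclusive to WT, 2385 exclusive to daf-2(-) and 4442 in common. Its figure legend describes this comparison as an overlap of binding peaks, not of genes. The mean fragment size it gave was 171 base pairs for WT and 158 base pairs for daf-2(-).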

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

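Of 53 alternative values computed, 24 of those for the main comparisons stayed inside the 95% interval of the value reported and 22 moved outside it. Of those for the listed genes, 4 stayed inside the counting interval, 1 moved outside it in the same direction and 2 reversed. Alternatives chosen after seeing the data were the distance taken from the summit, the pairing and fold enrichment limits for shared pairs, and the omission of strong daf-2(-)-only peaks from the overlap.

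Summits within 100 bp as the rule for shared peaks gave 75.8% of WT and 59.6% of daf-2(-) peaks. The number of WT-only peaks then rose from 679 to 1307, since an overlapping pair with distant summits no longer counts. The planned limit of a fold enrichment of 10 can be read in different ways. Required in both lists, it gave 60.1% for WT and 87.2% for daf-2(-), with 1177 WT-only and 265 daf-2(-)-only peaks against 679 and 2015 without a limit, so the order of the lists reversed. The limit kept fewer daf-2(-) peaks (2063) than WT peaks (2947), which leaves WT peaks without a partner. Required only in the list whose peaks were counted, it gave 97.9% and 92.0%. An FDR of 1% or less left WT inside its interval and gave 69.2% for daf-2(-). This limit removed 80 WT peaks, all of them shared, and no daf-2(-) peak. The lower share for daf-2(-) thus comes from lost WT partners, and daf-2(-)-only peaks rose from 2015 to 2114. A minimum overlap of 50% of the shorter peak left both shares inside their intervals, the share for daf-2(-) was also inside it with the strong daf-2(-)-only peaks left out, and the expected overlap was inside its interval when the list was moved as a whole.

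Shared peaks were stronger than strain-only peaks under each alternative run. The ratio of medians moved to 1.49 in WT and 1.67 in daf-2(-) with tags per peak, and to 1.52 in WT with summits within 100 bp. The median distance between paired summits stayed inside its interval under both alternatives.

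The share of peaks in the TSS window rose with a wider window by construction, to 46.1% in WT and 46.5% in daf-2(-) within 1 kb upstream, and to 74.8% in each from 2.5 kb upstream to 300 bp downstream. It was 40.3% in both lists with a fold enrichment of 10 or more, and 41.9% in WT and 44.1% in daf-2(-) with each gene counted once. The cause was not tested for the limit on fold enrichment. Distances taken from the summit left both shares inside their intervals.

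For daf-2(-) against WT, the planned authors' values at shared pairs were computed in place of density. Each value is relative to its own list, so no change in recruitment is read from them. The median log2 ratio of fold enrichment, daf-2(-) over WT, was -0.39 over 4717 pairs. It was -0.53 with summit height, -0.40 when paired from the daf-2(-) side, -0.22 with a fold enrichment of 10 or more in both strains and -0.37 with 10 or more in either. It stayed inside its interval with each chromosome left out and with the other pairing rules. With summit height, the log2 ratio at mtl-1 and nnt-1 reversed from -0.09 for each to 0.15 for each. The counting intervals of the starting values ran from -0.31 to 0.14 at mtl-1 and from -0.27 to 0.09 at nnt-1. They include both signs, so no direction was established there. Fold enrichment divides the height by the background, which was higher in daf-2(-) at both genes (7.82 tags in WT and 9.19 in daf-2(-) at mtl-1, and 8.09 and 9.57 at nnt-1, where the summits lay 299 bp apart).

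The alternatives designed for density (window, values below 0, scaling, position and fold enrichment limit) and for the FOXO motif were not run, for want of a column that names its strain and of a genome of the files' build. No paired analysis was possible because each strain and antibody had 1 library. The median peak held 184 tags in WT and 106 in daf-2(-). Total reads per library were not used here, and what depth contributes was not separated from enrichment and peak length.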

Other observations

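The tests of the weaker strain-only peaks, of the removal of WT peaks, of the FDR, of chromosome X, of the highest heights and of background scaling were chosen only after the results were seen.

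The share of daf-2(-) peaks within 0.5 kb upstream rests on 2541 peaks here. The value quoted from the study above is higher. The study states the same window for it, and its methods assign peaks to a TSS by their summit. Distances taken from the summit gave 36.0% of daf-2(-) peaks, so the choice of centre or summit does not account for the gap. The cause of the gap was not found, and the counts are not known to be alike. The peak counts here, 679 WT-only, 2015 daf-2(-)-only and 4717 shared WT peaks, also differ from the exclusive and common counts quoted above. The study's methods give no rule for that overlap, and the cause was not tested.

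Strain-only peaks were weaker than shared ones. A calling threshold that a site passes in 1 library and misses in the other is a candidate explanation. Among the strongest 20% of each list, 100% of 1080 WT peaks and 92.0% of 1372 daf-2(-) peaks were shared. These shares restate the pattern, so a threshold cannot be told apart from a real difference between strains at weak sites, and strain and library coincide.

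The strong daf-2(-)-only peaks stand apart from this. Of 912 daf-2(-) peaks with a fold enrichment of 15 or more, 78 (8.55%, 95% interval 6.91 to 10.5) had no WT partner. Chosen after their values were seen, the strongest were at sor-1 (WBGene00023405, chromosome III, 8416804 to 8418311, within the gene, fold enrichment 40.2), Y111B2A.12 (WBGene00013735, chromosome III, 12612228 to 12616447, upstream of the gene, 39.6) and W06H8.14 (WBGene00200573, chromosome V, 6227117 to 6231197, 38.4). The tables argue against a calling threshold: of the 834 strong daf-2(-) peaks with a WT partner, 0 had a partner in the weakest 10% of the WT list, and where summits lay within 100 bp the lowest partner had a fold enrichment of 8.72. Wide regions split differently in the lists were tested by distance. Of the 78 peaks, 48.7% (95% interval 37.9 to 59.6) lay within 1 kb of a WT peak, against 24.4% of the other daf-2(-)-only peaks. Since that interval spans most and fewer than most of the peaks, splitting cannot be told apart from other causes, and peaks farther than 1 kb from any WT peak are left without an account by it. A candidate explanation is that the authors left out WT peaks that overlapped daf-16(-) peaks, which would empty strong sites from the WT list only. Among the 912 strongest WT peaks, 0 were WT-only, but sites bound strongly only when insulin signalling is low would give the same counts, so the omission cannot be told apart from this biological explanation, and both stay open. The peaks of daf-16(-) were not analysed here.

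High FDR values fell on the strongest WT peaks. The 80 WT peaks with an FDR over 1% had a median fold enrichment of 29.0 against 10.5 for the others, and all 80 were shared with daf-2(-). A candidate explanation is a single peak of the exchanged input at an extreme p-value, divided by the few ChIP peaks that pass it. Of the 36 WT peaks with an FDR of 2% or more, 100% had an FDR equal to 100 divided by a whole number (within 0.005). These peaks held only 19 distinct FDR values, and 18 peaks shared the highest, so they are not 36 separate matches. Of the values in that range, 14.0% would match by chance. An FDR limit would then remove some of the strongest WT peaks. No biological explanation was tested.

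Chromosome X held more peaks per Mb than the autosomes in both lists, by 1.68 times in WT and 1.61 times in daf-2(-). Whether a higher background on X contributes cannot be told apart from other causes. The ratio of median background, X over autosomes, was 1.01 at most, but the background is known only inside called peaks. Peaks with a background more than 1% above its floor (7.82 tags in WT and 7.29 in daf-2(-)) made up 65.6% of WT peaks on X (95% interval 63.1 to 68.0) and 61.5% on the autosomes (60.0 to 63.0), and 53.3% (51.0 to 55.7) and 54.2% (52.8 to 55.5) in daf-2(-), so the lists did not agree. Mappability and gene density were not tested, and no biological explanation was tested.

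The highest fold enrichment was nearly equal in both lists (43.2 in each). A candidate explanation is a ceiling on tag pileup, which would hold a peak over repeated DNA to the height of other peaks and crowd heights under the highest value. The first sign was seen. The daf-2(-) peak over the ribosomal RNA gene rrn-3.1 (WBGene00004622, chromosome I, 15064007 to 15067651), chosen after its values were seen, had a background of 105.7 tags, and its height of 316 was 100% of the highest in the list, which 2 peaks reached. The second was not: 20 WT peaks lay within 5% of the highest height and 30 in the next step of 5%, and 8 and 13 in daf-2(-). Whether repeated tags were dropped is not given in the sources used here. Other values go with a ceiling: the highest height was 1.07 times higher in WT (339) than in daf-2(-), as was the floor of the background, so the highest folds come out equal. The highest daf-2(-) height also equals the positions on both strands over the fragment size quoted from the study above, and the WT height lies just under them. These matches were noticed after the values were seen, and with the crowding not seen a ceiling cannot be told apart from a common upper range. No biological explanation was tested.

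At shared pairs the fold enrichment was lower in the daf-2(-) list. The study reports the other direction by another measure. For coding genes bound in both strains, it states that average peak heights increase in daf-2(-). It used read counts with input subtracted and quantile normalized across samples, which were not computed here. The cause of this disagreement was not tested. A background higher in daf-2(-) over these pairs as a set is argued against as the cause. The median ratio of summit heights, daf-2(-) over WT, was 0.692, and that of the background was 0.932. Both were thus lower in daf-2(-). These heights are not scaled to depth, so a background scaled too high for the depth of daf-2(-) cannot be excluded. The background also lay at its floor for 33.4% of WT and 43.4% of daf-2(-) peaks. A lower overall enrichment of the daf-2(-) library may contribute. With the pairs ranked by mean fold enrichment and divided into 3 equal parts, the median ratio was 0.838 in the strongest part and 0.695 in the weakest, and it lay between 0.746 and 0.778 on each chromosome. The ratio was thus alike across chromosomes and unlike across strength. With 1 library per strain, the library cannot be told apart from the strain, and a biological difference stays open.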
